A study of Saccharomyces cerevisiae YPS1009 with 18 samples. Its data were reported in "Chromosome duplication causes premature aging via defects in ribosome quality control" (2025).

How the data were processed

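The series holds barcode sequencing of a plasmid screen in haploid derivatives of the oak-soil yeast isolate YPS1009. The screen used the MoBY library, in which each low-copy plasmid carries 1 yeast gene with its own flanking sequence and a DNA barcode that identifies the plasmid. The library was introduced into a euploid strain, AGY1611, and into AGY1612, which carries a duplication of chromosome XII (YPS1009_Chr12). The sample labels give only the strain numbers, and the ploidy of each strain comes from the methods of the study and from the second header line of the count table. Samples were the starting pool (T0), day 1 and day 28 of culture in rich medium with the drug that selects for the plasmids, with 3 replicates in each of the 6 groups and 18 samples in all. At day 1 and day 28 a portion of each culture was plated, and plasmid barcodes were read from the cells that grew.

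The authors counted barcode reads per plasmid, and the deposited values are raw, non-normalized counts, with 1 row per plasmid and 1 column per sample. The counting program is not stated. The authors normalized with the TMM method of edgeR, but that step is not applied in the deposited counts. All 18 sample columns were used. The table had 4872 rows, of which 86 had no count in any sample and 1 was the empty vector, a plasmid without a cloned gene. Of the rows, 4865 were matched by systematic name to the RefSeq gene table of assembly R64 of strain S288C, which was used for gene symbols and gene lengths only, and 7 were not matched. No genome build is named for the counts, so no coordinates are given. A pair of rows with the suffixes 1 and 2 exists for 54 genes. These were kept as separate plasmids, and their suffix is kept in the analysis.

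Counts were analysed in R 4.3.3 with edgeR 4.0.16. Plasmids were filtered with filterByExpr by group, which left 4508 plasmids. Library sizes were scaled with TMM factors, and dispersions were estimated over all 18 samples with 1 coefficient per group, so that all groups shared one estimate of the spread. Contrasts were tested with the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method (FDR). The threshold was FDR < 0.1, the relaxed value used in the study. Standard errors of a log2(fold change) were taken as its size divided by the square root of the F statistic. The tests were two-sided. The strain difference in response was tested as an interaction contrast, the change from T0 in AGY1612 minus the change in AGY1611. Candidate genes were plasmids enriched in AGY1612 at day 28 over T0 at FDR < 0.1 whose fold change was at least 2-fold above that in AGY1611, and late candidates had in addition a rise of more than 2-fold from day 1 to day 28. Plasmids on chromosome XII were compared with all others by camera in limma 3.58.1, with an inter-gene correlation of 0.01. The effective number of plasmids in a library was the exponential of the Shannon entropy of its count shares, compared by exact permutation tests. Barcode abundance is given as CPM, the count per 1e6 counts of the library, after TMM scaling unless stated otherwise, as mean ± SD. Values on a log2 CPM scale used a prior count of 2.

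Genes named in the text were fixed by rule. They are 11 genes of the ribosome quality control pathway or named among the screen hits of the study, 7 of the genes it tested later, which are not all of them (counted together unless past the threshold), the 5 candidates with the largest strain difference that rose in all 3 AGY1612 replicates, the 3 largest rises and falls per strain that moved the same way in all 3 replicates, and the 3 plasmids with the lowest p for the strain difference. Sample groups, tests, this rule and the alternatives were fixed before the data were examined, except for the alternatives named in the closing section as chosen after the data were seen, the group weights of limma among them. Alternatives were other scaling factors (RLE, total counts), other filters, DESeq2 1.42.0, the replicate number as a block, each strain fitted alone, FDR < 0.05, and each replicate left out in turn. The replicate numbers that pair samples come from the sample titles, which number replicates 1 to 3 in every group. Figures were drawn with matplotlib from the results.

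The fits were tested on simulated data drawn from the real plasmid means and library sizes, with 200 of 4508 plasmids changed by 2 on the log2 scale at day 28 in AGY1612, in 10 draws. A single draw was used at first. A second draw gave clearly different counts, so the test was repeated, and the pooled values below replace the single draw. With one spread per plasmid, edgeR recovered a median of 46% of the changed plasmids for day 28 against T0 (35.5% to 58.5%), 8.19% of its calls were false, and the median bias of the estimated change was -0.03. For the interaction it recovered a median of 12%, with 9.89% false calls. In a second setting each group had its own measured spread, the same for all plasmids of the group. At day 1 and day 28 the real spread fell with abundance, so this setting differs from the data. In it edgeR recovered a median of 3.5% for day 28 against T0 with 3.03% false calls. For day 28 against day 1 it recovered 18.2%, and 25.4% of its calls were false (15.4% to 31.4% by draw). Such calls were thus less reliable there than their FDR states, and the real ones may be so too. limma with group weights recovered a median of 36% for day 28 against T0, with 20.5% false calls. Camera found a shifted set and did not call an unshifted one.

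Total counts per library ranged from 503569 to 6298768. A count share of 3 counts was taken as the floor below which a plasmid was treated as not detected. Without TMM scaling it corresponded to 0.476 CPM in the deepest library and 5.96 CPM in the shallowest. Binomial intervals are exact (Clopper-Pearson) at 95% and, like the floors, cover counting error only, since reads from amplified barcodes are not independent molecules. Where all libraries of a group were at or under the floor, fold changes are given as lower bounds computed against the floor. For a strain difference, such a bound takes the fitted change of the other strain as exact and leaves out its standard error.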

Results

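Barcode abundance was measured for 4872 plasmids in 18 libraries, 3 replicates each of the euploid strain AGY1611 and of AGY1612 (YPS1009_Chr12) at T0, day 1 and day 28. The T0 libraries were the deepest, with total counts from 6138798 to 6298768 in AGY1611 and from 3491412 to 5211070 in AGY1612. Day 1 libraries held 904993 to 1104929 counts in AGY1611 and 1222135 to 1925967 in AGY1612. Day 28 libraries held 717911 to 1302971 counts in AGY1611 and 503569 to 1338206 in AGY1612. The number of plasmids with no count was 121 ± 0.577 (SD, n = 3) at T0, between 279 and 468 at day 1 and 765 ± 235 at day 28 in AGY1611. In AGY1612 it was 138 ± 5.51, 388 ± 200 and 691 ± 98.2. After filtering, 4508 plasmids were tested.

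The spread between replicates differed strongly between time points. Across plasmids, log2 CPM of T0 replicates correlated with Pearson's r between 0.989 and 0.994 in AGY1611 and between 0.973 and 0.996 in AGY1612. The corresponding values were 0.752 to 0.793 and 0.781 to 0.805 at day 1, and 0.724 to 0.798 and 0.771 to 0.802 at day 28. Plasmids are not independent replicates, so these correlations describe the libraries only. The coefficient of variation estimated over all plasmids was 6.39% at T0, 70.6% at day 1 and 82.3% at day 28 in AGY1611, and 12% at T0, 67.7% at day 1 and 72.6% at day 28 in AGY1612. No pair of replicates agreed within counting noise. The lowest chi-square per degree of freedom, 1.84, was found between T0 replicates 2 and 3 of AGY1612, and all 18 libraries were kept as separate samples.

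The first question was how far each pool narrowed during culture. The effective number of plasmids in AGY1611 was 3430 ± 21.3 (SD, n = 3) at T0, 2626 ± 151 at day 1 and 2610 ± 186 at day 28. In AGY1612 it was 3401 ± 3.99 at T0, 2693 ± 25.2 at day 1 and 2540 ± 140 at day 28. The change from T0 to day 28 was -820 plasmids in AGY1611 and -860 in AGY1612, a fall in 3 of 3 replicates each. In an exact two-sided permutation test each strain reached p = 0.1, the smallest value that 3 against 3 samples can give. When replicates were paired by number as a block, the mean differences were -820 ± 171 and -860 ± 136 (SD of paired differences), with an exact sign-flip p of 0.25, the smallest the pairing allows. Most of the narrowing was present at day 1. From day 1 to day 28 the change was -16.2 in AGY1611 (exact permutation p = 0.9) and -152 in AGY1612 (exact permutation p = 0.1).

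**Figure D1:**
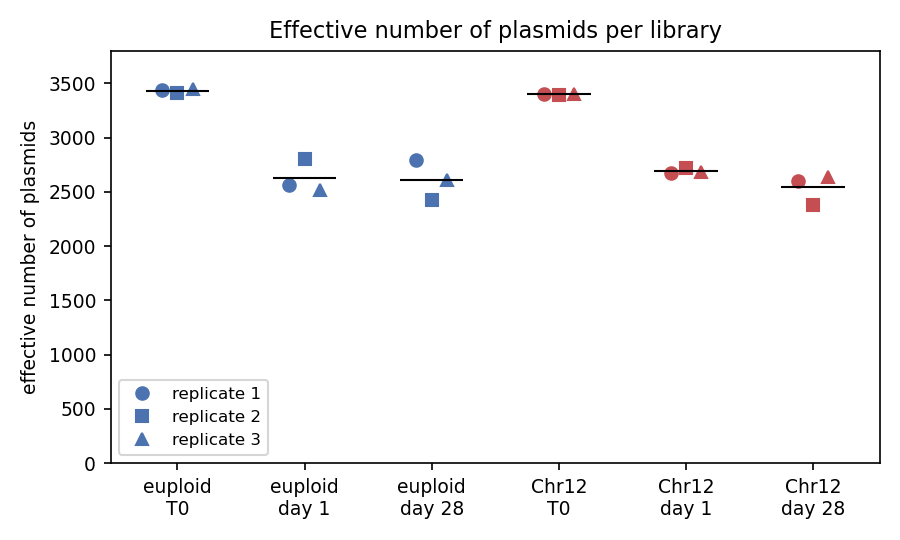
Effective number of plasmids (vertical axis, number) in each of the 18 libraries by strain and time point, where the symbol gives the replicate and the horizontal line the mean of 3. The T0 libraries of both strains lie near 3400, and every day 1 and day 28 library lies below every T0 library.

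The starting pools of the strains were compared to see whether they differed before culture. No plasmid differed between AGY1612 and AGY1611 at T0 at FDR < 0.1, and 0 plasmids reached an unadjusted p under 0.05. The shared estimate of spread is far larger than the spread of the T0 libraries, so this comparison was insensitive. A fit to the 6 T0 samples alone also called 0 plasmids, and the replicate block gave 0. Between strains, T0 libraries correlated with r from 0.976 to 0.995 across plasmids. They did not all group by strain. Replicate 2 of AGY1611 was closer to replicates 2 and 3 of AGY1612 (chi-square per degree of freedom 2.39 and 2.84) than to replicates 1 and 3 of its own strain (5.19 and 5.77). The closest pair of T0 libraries was within AGY1612 (1.84). Why the T0 libraries grouped in this way was not tested.

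The next comparison asked which plasmids changed in abundance over the 28 days. In AGY1612, 315 plasmids were enriched and 583 were depleted at day 28 compared to T0 at FDR < 0.1. In AGY1611, 231 were enriched and 428 were depleted. The setting that moved these counts most among the scaling alternatives was total counts without TMM factors, with 117 enriched and 672 depleted plasmids in AGY1612 and 70 and 485 in AGY1611. The median log2(fold change) of all tested plasmids was 0.19 in AGY1612 and 0.16 in AGY1611 under TMM, 0.03 and -0.02 under RLE, and -0.11 and -0.14 under total counts. The enriched share of all calls was accordingly 35.1% in both strains under TMM, 24.6% and 20% under RLE, and 14.8% and 12.6% under total counts, so that enrichment is relative to the scaling. With the replicate number as a block the counts were 314 enriched and 607 depleted in AGY1612 and 200 and 456 in AGY1611. With a block within each strain they were 317 and 666, and 206 and 495. Same-numbered T0 and day 28 libraries did not deviate together (mean correlation of deviations from the group means of -0.02 in AGY1611 and 0.02 in AGY1612).

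The responses of the strains overlapped. Both strains enriched 94 plasmids and depleted 284 plasmids at FDR < 0.1, and 3 plasmids changed in opposite directions. Across 4508 plasmids, log2(fold change) at day 28 correlated between strains with r = 0.66 and Spearman's rho = 0.583.

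The largest rises in AGY1612 that occurred in all 3 replicates were those of COA1, YTA6 and NOP6. COA1 rose by a log2(fold change) of 5.0 ± 0.63 (SE, FDR = 4.84e-05), from 170 ± 8.16 CPM (SD, n = 3) at T0 to 5414 ± 5203 CPM at day 28. YTA6 rose by 4.31 ± 1.22 (FDR = 0.0247), from 1.24 ± 0.863 CPM to 25.3 ± 17.5 CPM, with counts between 3 and 12 at T0. NOP6 rose by 3.55 ± 0.96 (FDR = 0.0196). In AGY1611 the largest such rises were those of ERD2 with 2.19 ± 0.64 (FDR = 0.0343), GLC7 with 2.17 ± 0.50 (FDR = 0.00842) and ALG2 with 2.16 ± 0.47 (FDR = 0.00613). GLC7 also rose in AGY1612, by 3.19 ± 0.52 (FDR = 0.000485). Falls were ranked by the fitted change, which at 0 counts is no estimate of size, so those named are not the largest by their lower bounds. In AGY1612, YLR030W, MET14 and ECM15 had 0 counts in all 3 day 28 libraries and were at least 84.9-fold, 69.6-fold and 64.4-fold lower than at T0. In AGY1611, MET14, TUB2 and CIT3 had 0 counts in all 3 day 28 libraries and were at least 79.2-fold, 52.9-fold and 38.5-fold lower than at T0. At day 1 these plasmids were still detected in most libraries. MET14, for example, was at 44.2 ± 23.9 CPM in AGY1611 and 23.5 ± 20.3 CPM in AGY1612. The empty vector, the control without a cloned gene, was unevenly present between replicates. At day 28 it had 1, 244 and 1 counts in replicates 1 to 3 of AGY1611 and 0, 181 and 0 counts in AGY1612, and at T0 in AGY1612 the counts of one group ranged from 5 to 892. No fold change is given for it, a choice made after its values without single replicates were seen to swing widely and change sign.

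Day 1 libraries were compared with T0 to see which changes came early. In AGY1612, 129 plasmids changed, 50 up and 79 down, and in AGY1611 13 changed, 11 up and 2 down. These counts were unstable. DESeq2 called 510 and 306 plasmids, and at FDR < 0.05 the fit called 4 and 0. In AGY1611, 743 plasmids had an unadjusted p under 0.05. With the replicate block the counts were 142 in AGY1612 and 0 in AGY1611, and with a block within strain 206 and 0. Same-numbered T0 and day 1 libraries deviated together only weakly (mean correlation 0.05 in AGY1612 and 0.06 in AGY1611).

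The comparison of day 28 with day 1 isolates the change after the first day. In AGY1612, 69 plasmids changed (11 up and 58 down), and in AGY1611 43 changed (1 up and 42 down). Same-numbered day 1 and day 28 libraries deviated together, with a mean correlation of 0.43 in AGY1611 and 0.22 in AGY1612. With the replicate block 58 and 25 plasmids were called, and with the block within strain 58 and 25. Restricting the fit to the 12 day 1 and day 28 libraries left 8 plasmids in AGY1612 and 0 in AGY1611, while DESeq2 called 214 and 150. The fit over all samples borrows its spread from the tight T0 libraries. On simulated counts with 1 spread per group, the same for all plasmids, 25.4% of its calls were false. COA1 rose from day 1 to day 28 in AGY1612 by 5.06 (FDR = 0.00012) and COX14 by 2.76 (FDR = 0.00252).

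Whether the response to 28 days of culture differed between strains was tested directly. At FDR < 0.1, 12 plasmids differed, of which 4 were higher and 8 lower in AGY1612 relative to AGY1611. The replicate block gave 12 plasmids and the block within strain 11, of which 10 were among the 12 of the main fit. At day 1 no plasmid differed (0 at FDR < 0.1, 172 at an unadjusted p under 0.05), and the replicate block also gave 0. DESeq2 called 53 plasmids at day 28. The lowest p-values were those of SBP1, NPL3 and RNR2. SBP1 changed by -2.14 in AGY1612 and by 1.43 in AGY1611, a difference of -3.57 ± 0.51 (SE, FDR = 0.00192). SBP1 stood at 87.5 ± 33.3 CPM in AGY1612 and 1009 ± 399.6 CPM in AGY1611 at day 28, after 391 ± 12.3 and 374 ± 10.2 CPM at T0. NPL3 changed by -5.49 in AGY1612 and by -1.74 in AGY1611, with a difference of -3.75 ± 0.68 (FDR = 0.0371). RNR2 fell in both strains, and in AGY1611 all 3 day 28 libraries held 1 count or fewer, at least 60.5-fold below T0. With the AGY1612 change of -2.57 ± 0.70 taken as exact, the strain difference was at least 3.35 on the log2 scale (FDR = 0.0398).

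**Figure D2:**
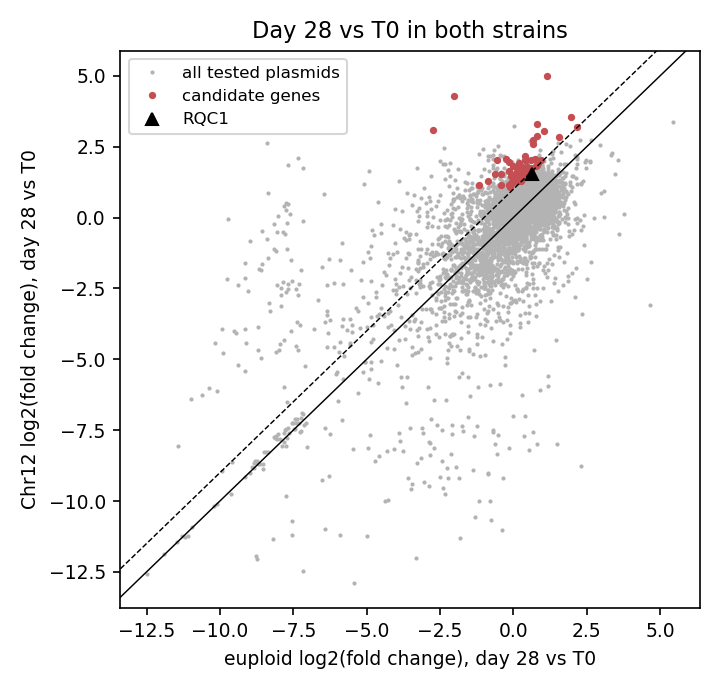
log2(fold change) in barcode abundance at day 28 compared to T0, euploid AGY1611 on the horizontal axis and Chr12 AGY1612 on the vertical axis, with 1 point per tested plasmid. The solid line marks equal change and the dashed line a 2-fold higher change in AGY1612, values far below 0 belong to plasmids at or near 0 counts, and the candidate genes (red) lie on or above the dashed line while RQC1 (black triangle) lies just below it.

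The rule of the screen selects genes that were enriched in AGY1612 at day 28 and at least 2-fold more so than in AGY1611. It gave 61 candidate genes, of which 33 rose more than 2-fold from day 1 to day 28 and 28 did not. At FDR < 0.05 there were 40. The median strain difference among the 61 was 1.44 on the log2 scale, and 54 of them rose in all 3 AGY1612 replicates. CHK1 and DID4, named for this reason alone, are candidates by 1 of their 2 plasmid entries, and the other entry fell in AGY1612. The log2(fold change) in AGY1612 was 1.22 and -1.36 for the entries of CHK1, and 1.57 and -3.00 for those of DID4. The rule does not test the difference itself. When the strain difference was tested, 2 of the 61 candidates, COA1 and POR1, passed FDR < 0.1. Of the 33 late candidates, 26 had an unadjusted p under 0.05 for day 28 against day 1, and 7 candidates passed FDR < 0.1. The same rule with the strains exchanged gave 40 genes, of which 2 passed FDR < 0.1 for the difference. With the replicate block there were 64 candidates, 55 of them shared with the 61, and with the block within strain 63, of which 50 were shared. Leaving out each replicate in turn gave 13 to 78 candidates, of which between 9 and 38 were shared with the 61.

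The candidates with the largest strain differences that rose in all 3 AGY1612 replicates were YTA6, MOD5, COA1, SEC2 and COX14. For YTA6 all AGY1611 day 28 libraries were at or under the floor, so the size of its difference is not known. Its bound computed against the floor was 4.06 on the log2 scale (FDR of the difference = 0.245). That bound takes as exact the AGY1612 rise of 4.31 ± 1.22, which rests on T0 counts between 3 and 12. MOD5 rose by 3.08 ± 1.14 in AGY1612 (FDR = 0.0758) and its difference was 5.83 ± 1.68 (FDR = 0.263), from T0 abundances of 9.4 ± 0.61 CPM in AGY1612 and 8.98 ± 0.8 CPM in AGY1611. The AGY1611 day 28 counts of MOD5 were 4, 0 and 0 in replicates 1 to 3, so the size of its difference is uncertain. COA1 had a difference of 3.85 ± 0.78 (FDR = 0.0411), SEC2 of 2.62 ± 0.89 (FDR = 0.429) and COX14 of 2.53 ± 0.61 (FDR = 0.12).

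**Figure D3:**
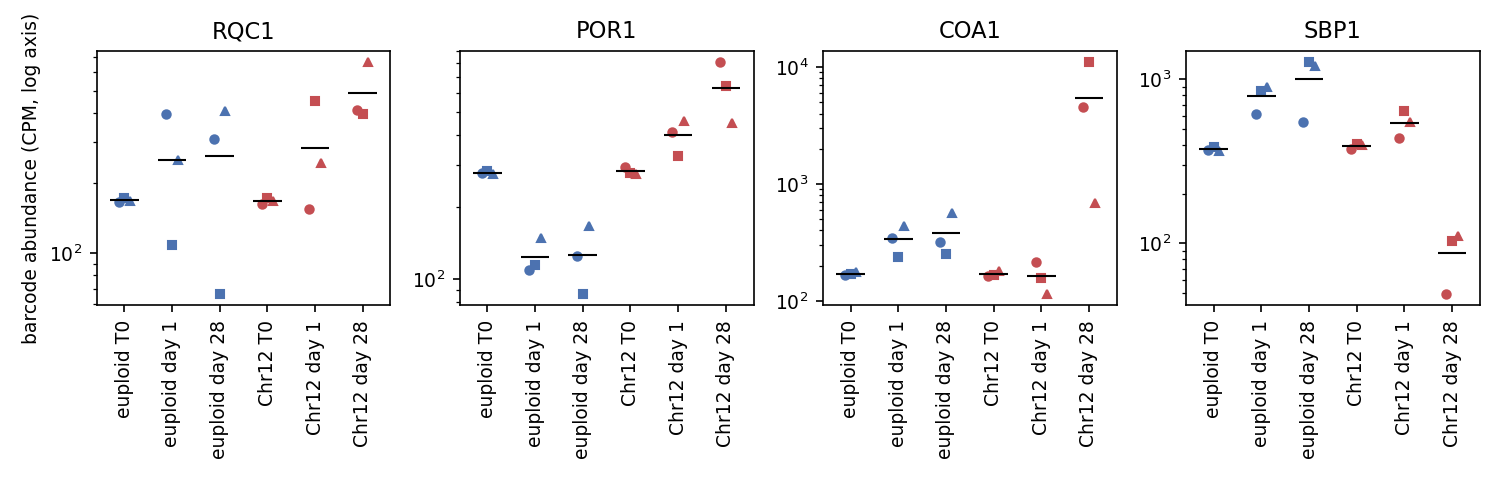
Barcode abundance (vertical axes, CPM on a log scale) of RQC1, POR1, COA1 and SBP1 in each library by strain and time point, where circles, squares and triangles are replicates 1, 2 and 3 and the line is the mean of 3. T0 replicates overlap closely, while RQC1 replicates at day 1 and day 28 lie farther apart, and SBP1 at day 28 is lower in all AGY1612 replicates than in all AGY1611 replicates.

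For the fixed list of 18 genes, 16 could be tested. UBP14 is not analysed here, and RQC2 had too few counts (at most 20 in any library). At day 28 against T0 in AGY1612, 7 of the 16 passed FDR < 0.1 when adjusted over all plasmids and 9 when adjusted over the list alone. The list comes largely from the study's own calls on these data, so the second count shows no stability. With the replicate block 8 passed. The 7 were RQC1, UBS1, SGT1, ATG12, POR1, HST2 and SCP1, and all but RQC1 met the candidate rule. Of the 6 tested genes in the second part of the list, 0 passed when adjusted over all plasmids and HUL5 passed over the list alone (FDR = 0.0485, unadjusted p = 0.0242).

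RQC1, a component of the ribosome quality control pathway, rose in AGY1612 by 1.55 ± 0.56 (SE, FDR = 0.0667), in 3 of 3 replicates, from 167 ± 5.01 CPM to 490.3 ± 149 CPM (SD, n = 3). In AGY1611 it changed by 0.63 ± 0.55 (FDR = 0.505). The strain difference was 0.93 ± 0.77 (FDR = 0.92, between 0.605 and 1 across settings), under the 2-fold of the candidate rule. Across the other settings the FDR of the rise in AGY1612 ranged from 0.0042 to 0.272, and RQC1 met the candidate rule in 2 of 13 settings, under the block within strain and under group weights. LTN1 (listed as RKR1 in the gene table) had no call, with a log2(fold change) of 1.46 ± 1.60 (FDR = 0.587), and its day 28 counts in AGY1612 were 0, 0 and 142. HEL2 changed by -0.86 ± 1.43 (FDR = 0.731). POG1, which the study names among its screen hits, changed by 1.61 ± 0.69 (FDR = 0.126). Its strain difference was 0.86 ± 0.95 (FDR = 0.977), also under the 2-fold of the candidate rule.

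Among the others, UBS1 rose by 2.02 ± 0.48 (FDR = 0.00922), ATG12 by 2.04 ± 0.63 (FDR = 0.0355), HST2 by 1.56 ± 0.48 (FDR = 0.0354), SCP1 by 1.39 ± 0.40 (FDR = 0.0273) and SGT1 by 1.30 ± 0.45 (FDR = 0.0595) in AGY1612. None of these 5 had a strain difference past FDR < 0.1, with values from 0.429 to 0.845. All 5 still rose but lost their call without replicate 2. The log2(fold change) was then between 0.81 for HST2 and SGT1 and 2.44 for ATG12. Without replicate 3, which leaves as many samples, UBS1, SGT1, HST2 and SCP1 kept their call (FDR from 0.0546 to 0.0853). Without replicate 1, SGT1 and SCP1 lost it. Fewer samples may therefore not be the only reason for the loss without replicate 2. Without replicate 3 the rise of ATG12 was 1.09 (FDR = 0.31). POR1 rose in AGY1612 by 1.16 ± 0.36 (FDR = 0.0365) and changed in AGY1611 by -1.15 ± 0.36 (FDR = 0.0483). Its strain difference was 2.31 ± 0.51 (FDR = 0.0657), with a rise in 3 of 3 AGY1612 replicates and a fall in 3 of 3 AGY1611 replicates. Adjusted over the list alone, the strain difference passed FDR < 0.1 for POR1 (0.00269) and HST2 (0.0609).

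Because AGY1612 already carries a duplicate of chromosome XII, plasmids with genes of that chromosome were compared with all others. The median strain difference in day 28 against T0 was 0.00 for 409 chromosome XII plasmids and -0.02 for 4099 other plasmids, a difference of 0.02 on the log2 scale (camera in limma on 1 set, adjusted p = 0.845). The replicate block gave 0.03 (camera in limma, adjusted p = 0.876).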

Values the study reported

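The study reported 62 genes that increased over 28 days in YPS1009_Chr12 at FDR < 0.1 with at least 2-fold more enrichment than in the euploid, and 43 genes at FDR < 0.05. Of the 62 genes, 22 were more than 2-fold more enriched at day 28 than at day 1. RQC1 was named from a list of 40 genes.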

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

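The test of the candidate selection below was chosen after its result was seen, and the splits were set before.

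The change from T0 to day 28 differed between the strains for 12 plasmids, by a test of the difference itself. Relative to AGY1611, the log2(fold change) in AGY1612 was higher by 3.85 for COA1, 3.52 for FMP48 and 2.31 for POR1, and by at least 3.35 for RNR2. It differed by -3.57 for SBP1, -3.75 for NPL3, -4.82 for KSP1, -3.03 for AIM39 and -3.03 for KNS1. For OM14, VMA3 and SNF7 all 3 AGY1612 day 28 libraries were at or under 3 counts, so their differences are bounds, of -4.66, -4.20 and -3.05 or lower. These bounds and that of RNR2 take the fitted change of the other strain as exact. FMP48, KSP1, AIM39, KNS1, OM14, VMA3 and SNF7 were named only because their difference passed the threshold, after their values were seen.

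When the strain labels were exchanged between whole cultures, 1 of the 4 splits that part all 3 same-numbered pairs gave as many plasmids, namely the real one, and the other splits of the 10 gave 0. The share cannot fall under 0.25 with 4 splits or under 0.1 with 10, so this count had no power to exclude an accidental grouping of cultures. Same-numbered libraries of the strains did not deviate together (mean correlation 0.02 at day 28), and among all 10 splits only the real one called any plasmid. Each fit that left out a replicate kept between 0 and 2 of the 12 calls, from fewer samples. The 10 differences that were recomputed in these fits kept their direction in all of them, with SBP1 between -3.62 and -3.51 and FMP48 between 3.19 and 3.96. Other scaling factors and the replicate block kept all 12, the block within strain kept 10 and limma with group weights kept 5. Scaling shifts both strains nearly alike, so it hardly enters the strain difference and that check says little. A real difference in response between the strains may underlie some of them, a hypothesis that the split count (1 of 4 splits) can neither favour nor exclude. The FDR of SBP1 was 0.00192, and 0.000519 with the replicate block, 1.45e-09 in DESeq2 and 0.048 in limma with group weights, but 0.0163, 0.621 and 0.145 without replicates 1, 2 and 3. In simulated data with one spread per plasmid, 9.89% of the calls of this edgeR test were false.

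The number of candidate genes behaved differently from this tested count. Of the 4 splits that part all same-numbered pairs, 3 gave at least 61 candidates, the real one included, and the others gave 48 to 71. Counting both directions of these splits, the 8 values ranged from 40 to 71 with a median of 49. Over all 10 splits in both directions the range was 14 to 120. Only 3.28% of the candidates passed FDR < 0.1 for the strain difference, and 29 of the 61 had an unadjusted p under 0.05. That low share is weak evidence, since the same test recovered a median of only 12% of true 4-fold differences in simulated data with one spread per plasmid. The recovery of this test with the spread of each group was not measured. The selection by a fold difference without a test remains a candidate explanation for part of the 61, and these data do not show that the strains differ in how many such genes they have. Lower depth in AGY1612 was weighed as well. With every library drawn down to 503569 counts the rule gave 77 genes, 51 of them shared with the 61, so depth did not account for the number.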

How the results depend on the processing

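The alternatives were planned, except for limma voom with a spread per group, the fits to T0 samples or to day 1 and day 28 samples alone and the drawing down of libraries for the candidates, which were chosen after seeing the data. Of 209 recomputed values of the compared results, 134 stayed the same by the rule set for each result (for counts, within 1.5 times), 74 moved and 1 reversed. For the changes listed, the cause was not tested unless stated.

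Scaling moved the enriched counts. RLE factors gave 202 enriched plasmids in AGY1612 and 113 in AGY1611 at day 28, and 0 changed at day 1 in AGY1611. Total counts gave 117 and 70 enriched, 222 changed at day 1 in AGY1612 and 0 in AGY1611, 35 candidates, 21 late candidates and 3 genes of the fixed list. For day 28 against T0, the median plasmid shifted with the scaling as given in the report. Without a filter, 142 plasmids were enriched in AGY1611 at day 28 and 3 changed at day 1. DESeq2 called 510 and 306 plasmids at day 1 (AGY1612 and AGY1611), 214 and 150 for day 28 against day 1, and 53 with a strain difference at day 28.

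With the replicate block, AGY1611 had 0 changed plasmids at day 1 and 25 for day 28 against day 1. With the block within strain, 206 plasmids changed at day 1 in AGY1612, 0 at day 1 and 25 from day 1 to day 28 in AGY1611, and LTN1 reversed to -1.73. Each strain fitted alone gave 21 changed plasmids at day 1 in AGY1611 and 38 for day 28 against day 1 in AGY1612. At FDR < 0.05 there were 169 and 111 enriched plasmids at day 28, 4 and 0 changed at day 1, 44 and 21 from day 1 to day 28 (AGY1612 and AGY1611 each time) and 40 candidates.

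A spread per group (limma voom) gave 349 enriched and 723 depleted plasmids in AGY1611 at day 28, 925 and 358 changed at day 1, 10 and 0 from day 1 to day 28, 1 plasmid that differed at T0 and 101 candidates, 48 of them shared with the 61, and LTN1 reversed to -2.16. On simulated counts with 1 spread per group, the same for all plasmids, 20.5% of the calls of this fit for day 28 against T0 were false. Day 28 against day 1 from those 12 samples alone gave 8 plasmids in AGY1612 and 0 in AGY1611, and with the block within strain 26 and 0. In AGY1611, 429 plasmids had an unadjusted p under 0.05 in the fit to all samples.

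Requiring a 4-fold strain difference left 13 candidates, a tested difference at FDR < 0.1 left 2, and a tested rise from day 1 left 7 late candidates. The inverse Simpson index fell by 1017 in AGY1612 in place of the effective number. The other settings for this measure stayed within the rule set for it.

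Across the 3 fits that each left out one replicate, AGY1612 had 40 to 243 enriched and 171 to 482 depleted plasmids at day 28, and AGY1611 36 to 123 and 120 to 306. Changed plasmids at day 1 numbered 0 in AGY1612 and 0 to 2 in AGY1611, and from day 1 to day 28 they numbered 5 to 50 and 0 to 62. The strain difference gave 0 to 2 plasmids, and there were 13 to 78 candidates, 6 to 38 late candidates and 1 to 7 genes of the fixed list. The chromosome XII difference was -0.0482 without replicate 3, a reversal, 0.0158 without replicate 2 and 0.00962 without replicate 1, with no call in any fit. LTN1 was 2.18 without replicate 2. Without replicate 3 the fit gave -8.60 and called a fall (FDR = 0.0646), but both remaining day 28 libraries had 0 counts, so that value is no estimate of its size.

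Of the 34 results for single genes, 16, 22 and 14 lost their call when replicates 1, 2 and 3 were left out. RLE factors cost 3 calls and total counts 5, RQC1 and SGT1 among them both times. DESeq2 and the unfiltered fit changed none.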

Other observations

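The tests of the empty vector were chosen after its counts were seen, and so was the comparison of the same plasmid between strains, while the others were set before their results were seen.

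The counts at FDR < 0.1 were set against other splits of the 6 samples of each comparison. Splits were counted among those that part all 3 same-numbered pairs, which leaves 4 of 10, and the share cannot fall under 0.25 (0.1 with all 10). Only day 1 and day 28 libraries of the same number deviated together, so for the other comparisons the 10 splits can be compared as well. For day 28 against T0 (898 changed plasmids in AGY1612 and 659 in AGY1611) and for day 1 against T0 (129 and 13), 1 of the 4 splits gave as many, the real one, and every other split gave 0. For day 28 against day 1, 1 of the 4 splits gave as many as the 69 plasmids of AGY1612 and 1 of the 4 as many as the 43 of AGY1611. The other comparable splits gave at most 23 and 0. The splits that keep a pair of same-numbered libraries together gave up to 61 in AGY1612 and up to 314 in AGY1611. In AGY1611, 4 of all 10 splits, the real one included, gave at least 43. Some differences between cultures there were thus as large as the difference between days or larger. In AGY1612 no other split reached the real count. For the strains at T0 and for the strain difference at day 1, where the count was 0 (0 and 172 plasmids at an unadjusted p under 0.05), 4 of 4 splits gave as many.

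Day 1 and day 28 replicates spread far more than T0 replicates. Lower depth was tested by drawing the T0 libraries down to the day 1 totals. The median squared coefficient of variation at day 1 was then still 44.7 times that of T0 in AGY1612 and 63.5 times in AGY1611. Depth therefore did not account for the spread at day 1, and it was not tested for day 28. A bottleneck of few founder cells per plasmid, at inoculation or plating, would make the excess variation fall in inverse proportion to the T0 share. The log-log slope at day 1 averaged -0.68 (-0.67 in AGY1611 and -0.70 in AGY1612). This fell outside the band set beforehand for founder sampling, which the simulated case met only narrowly. Simulated founder sampling gave a slope of -0.80 and a spread independent of share gave 0.05. The slope lies nearer to the first, and a bottleneck may explain much of the spread, though other sources could not be ruled out. The number of founders was not estimated reliably. The estimator gave 13084 at day 1 in AGY1611 and 18525 in AGY1612, but it also gave 24518 for a true 20000 and 15122 in simulated data without founder sampling.

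Genes represented by 2 plasmid entries offer a check on whether a change at day 28 follows the cloned gene. Of 54 such genes, 44 had both entries tested. Spearman's rho between the log2(fold change) values of the 2 entries of a gene was -0.19 in AGY1612 (Pearson's r = -0.10) and 0.29 in AGY1611 (r = 0.15), with permutation p-values of 0.22 and 0.061 (0.22 and 0.122 after adjustment for the 2 tests of rho). At least 1 entry of the pair was called at FDR < 0.1 for 22 genes in AGY1612 and 17 in AGY1611, and both entries were called for 3 and 0. The same 88 plasmids did move together between the strains, with rho = 0.726 (permutation p = 1e-05, the smallest 100000 permutations can give), while 1 entry in AGY1612 against the other entry in AGY1611 gave 0.02 and 0.08. The prediction written beforehand held that uncorrelated entries would favour founder noise over an effect of the cloned gene. That reading was withdrawn, and the test called undecided, after the correlation between strains was seen. Purely chance loss or gain of founders would not be shared between separate cultures of the strains, so it may not be the whole explanation. The 88 plasmids were pooled without regard to starting abundance or to which entry they were, so a contribution of either to rho = 0.726 was not excluded. A property of the individual plasmid other than its annotated gene, such as its clone or barcode, is a candidate explanation, and the meaning of the 2 entries is not stated. It was not tested further, and it may not extend to genes with a single entry (rho = -0.19 and 0.29 rest on 44 genes).

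Gene length was also set against the response. Spearman's rho across plasmids was -0.18 in AGY1611 and -0.11 in AGY1612, so that longer genes fell slightly more. This lies between the bounds set for a clear effect and for none, and a contribution of length could not be ruled out. For the strain difference rho was 0.05. Longer genes also started at lower abundance, with rho = -0.256 between length and T0 CPM. Length and starting abundance were not separated.

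The empty vector was present at T0 but nearly absent at day 1 in replicate 3 of both strains. In AGY1612 it had 5, 579 and 892 counts at T0 in replicates 1 to 3, and 0, 317 and 0 at day 1. In AGY1611 it had 20, 1370 and 261 counts at T0 and 3, 268 and 3 at day 1. In AGY1612 replicate 3 it stood at 171 CPM at T0 without TMM scaling (95% exact interval 160 to 183). Its 0 counts at day 1 have an upper limit of 3.02 CPM, also without TMM scaling. Loss by sampling of founders was tested with plasmids of similar T0 counts in the same library. A share of 0.0233 of 1499 such plasmids was at or under 3 counts at day 1 in AGY1612, so such a loss was unusual there, while in AGY1611 35.8% of 472 similar plasmids were, so there it was not. The rule for this test rested on AGY1612 alone, and the strains disagree. A second candidate explanation is that the T0 library of AGY1612 replicate 3 came from another starting pool than its culture. Its T0 profile was close to that of replicate 2 (chi-square per degree of freedom 1.84) and farther from replicate 1 (15.5). The day 1 profile of replicate 3 leaned toward replicate 1 with a slope of 0.10 (95% interval -0.05 to 0.24), where 0.5 would place it in the pool of replicate 1 and -0.5 in that of replicate 2, and at day 28 the slope was -0.27 (95% interval -0.42 to -0.12), toward the pool of replicate 2. Replicates 1 and 2 kept their own T0 difference at day 1 with a slope of only 0.32 (95% interval 0.18 to 0.46), and at day 28 that slope was -0.12 (95% interval -0.30 to 0.06). The test cannot separate the pools. Carry-over of empty vector between libraries was not tested, and no biological explanation was tested.

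The number of late candidate genes here was 33. That is higher than the value quoted from the study above. The number depended on the setting. It ranged from 6 without replicate 2 to 44 in limma with group weights, and was 21 under total counts. RQC1 met the threshold for enrichment in AGY1612 here but not the 2-fold strain difference, so it is not among the candidates here, unlike in the list quoted above. POG1, which the study also names as a hit, met neither criterion in the main fit.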
